A study of Homo sapiens with 2 samples.

How the data were processed

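The series measured RNA bound to DDX3X, a DEAD-box RNA helicase, by CLIP-seq, in which RNA is crosslinked to protein by ultraviolet light, precipitated with an antibody to the protein and sequenced. The cells were HEK293FT, an established line derived from human embryonic kidney. The 2 libraries analysed here are replicates of 1 group, cells at rest exposed to the solvent DMSO. The series text also describes thapsigargin, which causes stress in the endoplasmic reticulum. Libraries of thapsigargin-treated cells were not analysed here, nor were input RNA, a control precipitation or total RNA. No contrast between conditions was therefore made, and a read number reflects both the abundance of an RNA and its recovery with DDX3X.

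The authors deposited a table of raw counts, whole numbers per transcript, and a table of TPM (transcripts per 1000000) values for the same transcripts. The column headers name the precipitated protein and the replicate number, and each column was assigned to the sample whose title carries that replicate number. The headers do not name the treatment. Every column of both tables was used. The headers and labels do not state the aligner, the counting program, the genome build, the collapsing of duplicate reads or the treatment of reads that overlap several transcripts. The library protocol in the labels names a stranded mRNA kit beside the CLIP procedure, and 1 label field reads as untreated where another gives DMSO.

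Transcripts are named by IDs in the format of UCSC Known Genes, and the deposited tables do not pair them with gene symbols. In the reference gene table supplied with the data (assembly GRCh38.p14), 2 of the 68731 IDs appeared as a synonym of a gene, and each of these had at most 1 read summed over both libraries. Gene classes, gene lists and genomic positions were therefore not evaluated. Results are given per transcript.

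The relation between the tables was checked first. In each library the deposited TPM equalled the count divided by a transcript length and rescaled to 1000000. Dividing count by TPM gave a quantity proportional to length, and a single scale turned all 57721 values into whole numbers, with a largest distance from a whole number of 5.1e-10. These whole numbers were used as transcript lengths in nt. They were not compared with annotated lengths, so a length reduced by a constant whole number of nt before the division is not excluded.

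Counts were scaled to counts per 1000000 of the library total (CPM). Agreement between replicates was measured as Pearson's r and Spearman's rho of log2(CPM + 1) across the transcripts with at least 10 reads summed over both libraries. An interval for r was drawn from 200 bootstrap samples of transcripts. The intervals, and the SEs across transcripts given below, treat transcripts as independent, which they are not. The common dispersion was estimated in edgeR 4.0.16 (R 4.3.3) with TMM normalization and an intercept alone, and is given as the biological coefficient of variation. With 1 group, edgeR offers no contrast to test. The split of each transcript's reads between the libraries was instead compared with the library-wide split by a two-sided exact binomial test (scipy 1.17.1), with Benjamini-Hochberg adjustment over the transcripts with at least 10 summed reads and a threshold of 0.05. This test compares the 2 libraries with sampling noise, not conditions. Log2 ratios were computed after adding 0.5 counts to each library. The spread between replicates was also expressed as the squared deviation of a transcript's split from the library-wide split, divided by the binomial variance, which averages 1 for independent reads.

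Transcripts with consecutive IDs were compared for equal counts. As an alternative, 1 transcript was kept from each run of consecutive IDs whose counts lay within 10% of each other in both libraries. Transcripts with similar counts whose IDs are not consecutive all stay under this rule. Shares of counts carry Wilson 95% intervals. These cover counting error only, since reads copied during amplification, and any reads counted for several transcripts, are not independent molecules. For independent reads, a count of 0 allows up to 3 counts, or 0.155 CPM in replicate 1 and 0.267 CPM in replicate 2. The replicates differed by more than independent reads allow, so these limits are too low. Up to 78 counts in replicate 1 stood against 0 in replicate 2.

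The computations were tested on simulated data. With independent reads at the real depths, the binomial test called 87.0% of 200 transcripts changed 2-fold and 0.0065% of 46142 unchanged ones. The 200 were drawn from transcripts with at least 100 summed reads. The 87.0% therefore does not cover tested transcripts with fewer reads. The deviation measure averaged between 0.765 and 1.03 across read ranges for independent reads and between 7.64 and 8.38 for reads drawn in clumps of 8. All 57721 simulated lengths were recovered, and edgeR returned a coefficient of variation of 0.2997 where 0.3 had been simulated.

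Transcripts to be named were set before the data were examined, along with the tests and most alternatives: the 10 with the highest mean CPM among those in the top 100 of each library, and the 5 with the largest log2 ratio in each direction among those past the adjusted threshold with a mean CPM of at least 100. Because no gene names could be attached, only 2 IDs of each kind are printed. The alternatives covered the filter on low counts, the pseudocount, TMM and DESeq2 1.42.0 scaling, removal of the 100 highest transcripts, the deposited TPM and leaving out each replicate.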

Results

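DDX3X-bound RNA was profiled by CLIP-seq in HEK293FT cells at rest, which the series sets out as the reference state for acute stress of the endoplasmic reticulum. The group comprised 2 replicate libraries, exposed to DMSO. The comparisons open to these data are therefore between the replicates: how far the read numbers per transcript agreed, where they did not, and which properties of a transcript the differences followed. The count table listed 68731 transcripts and summed to 19307022 counts in replicate 1 and 11238842 counts in replicate 2, a ratio of 1.72.

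Replicate 1 contained 54604 transcripts with at least 1 count and 44081 with at least 10 counts. Replicate 2 contained 52196 and 42367 such transcripts. The mean number with at least 10 counts was 43224 ± 1212 (SD, n = 2). A further 11010 transcripts, 16.0% of the list, had no count in either library. Both libraries had at least 1 count for 49079 transcripts. Counts were seen in replicate 1 alone for 5525 transcripts and in replicate 2 alone for 3117. These were mostly low, but 486 transcripts had at least 10 counts in replicate 1 and 0 in replicate 2, with a highest value of 78, and 204 showed the opposite pattern, with a highest value of 30.

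Counts of different transcripts were not independent of one another. Among 36296 pairs of transcripts with consecutive IDs and at least 10 summed reads each, 4309 pairs (11.9%) had identical counts in both libraries, against 0.010% of randomly drawn pairs. In 28.1% of the consecutive pairs, counts lay within 10% of each other in both libraries, against 0.670% of random pairs. Among consecutive pairs with at least 1000 summed reads, the identical share was 11.2% and the share within 10% was 56.5%. Of the 428 identical pairs at that depth, 427 differed in transcript length. Keeping 1 transcript per run of consecutive IDs with counts within 10% removed 10206 of the 46395 transcripts with at least 10 summed reads. It left 72.0% of the counts in replicate 1 and 72.1% in replicate 2. Numbers of transcripts below therefore include transcripts with near-identical values more than once.

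Counts were spread over many transcripts. The 100 transcripts with the highest mean CPM held 7.50% of the counts in replicate 1 (Wilson 95% interval 7.48 to 7.51%) and 6.76% in replicate 2 (6.75 to 6.78%), a mean of 7.13% ± 0.518 (SD, n = 2). The difference between the libraries exceeded their counting intervals. The 1000 highest transcripts held 25.1% ± 0.459 (SD, n = 2), and 4262 transcripts together held 50% of the mean CPM. Of the 100 highest transcripts in each library, 92 were shared between the replicates. The setting that moved this share most was the unit: ranked by the deposited TPM, the 100 highest transcripts held 13.9% of the total.

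The 10 transcripts with the highest mean CPM lay between 1253 and 1285 CPM, and their counts ranged only from 26801 to 27393 in replicate 1 and from 12560 to 12933 in replicate 2. Lengths here are those recovered from the deposited counts and TPM. The first of these transcripts, uc010ail.2 (3580 nt), had 1285 ± 189.6 CPM (SD, n = 2). The second, uc001vzy.2 (3249 nt), had 1278 ± 192 CPM (SD, n = 2). Their replicate ratios were equally alike, between 0.30 and 0.31 on the log2 scale. With counts this close, the 10 values are not treated as 10 independent measurements. By TPM, which divides by length, these transcripts ranked 94th and 85th, and 58 transcripts were among the 100 highest by both measures. Median length was 1704 nt in the 100 highest by CPM and 605.5 nt in the 100 highest by TPM. Across transcripts with at least 10 summed reads, mean CPM and mean TPM had a Spearman's rho of 0.895.

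Across the 46395 transcripts with at least 10 summed reads, log2(CPM + 1) in the replicates had a Pearson's r of 0.951 (bootstrap 95% interval 0.950 to 0.952) and a Spearman's rho of 0.952. These are correlations across transcripts, which are not independent replicates, so no p-value is attached. A pseudocount of 0.1 CPM lowered r most, to 0.909. After adding 1 CPM, 92.1% of transcripts lay within 2-fold between the libraries. This share depends on the amount added, which shrinks the ratios of transcripts with low counts. The biological coefficient of variation estimated by edgeR was 0.319, and fell to 0.261 among transcripts with at least 50 summed reads.

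**Figure D1:**
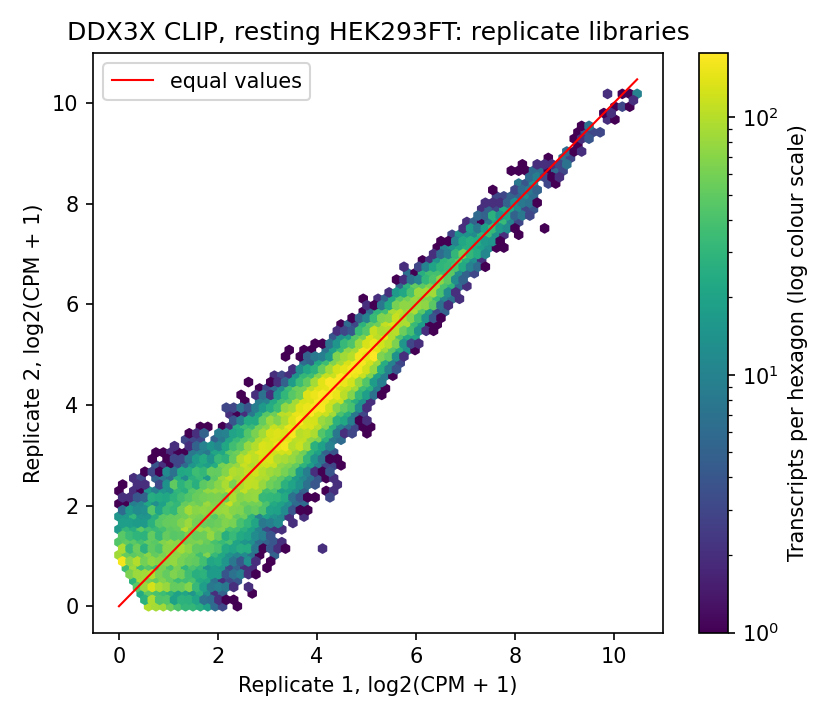
Hexagonal density plot of log2(CPM + 1) in replicate 1 (horizontal axis) against replicate 2 (vertical axis) for the 46395 transcripts with at least 10 summed reads; colour gives the number of transcripts per hexagon on a log scale and the red line marks equal values. Transcripts follow the line, with an r of 0.951, and scatter most at low CPM.

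The replicates nevertheless differed by more than sampling noise. The two-sided exact binomial test with Benjamini-Hochberg adjustment found that 22546 of 46395 transcripts (48.6%) departed from the library-wide split, with 10955 higher in replicate 1 and 11591 higher in replicate 2. Of these, 7270 differed at least 2-fold, 3522 of them in favour of replicate 1. The median log2 ratio was -0.01 and the quartiles were -0.40 and 0.38. Differences of this size were concentrated among transcripts with few reads: of the 7765 transcripts with at least 1000 summed reads, 99.9% lay within 2-fold.

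The squared deviation from the library-wide split, which averages 1 for independent reads, was 6.36 ± 0.134 (SE, 2592 transcripts) at 10 to 19 summed reads. It was 8.63 ± 0.143 (SE, 6882 transcripts) at 100 to 199 reads, 14.9 ± 0.294 (SE, 4772 transcripts) at 1000 to 1999 reads and 90.6 ± 10.0 (SE, 155 transcripts) at 10000 or more. Over the same ranges the SD of the log2 ratio fell from 2.53 to 0.80, 0.32 and 0.19. All 10 transcripts with the highest mean CPM, which had similar counts, are among the 155 with 10000 or more reads. The SE counts them as independent values, which they are not.

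**Figure D2:**
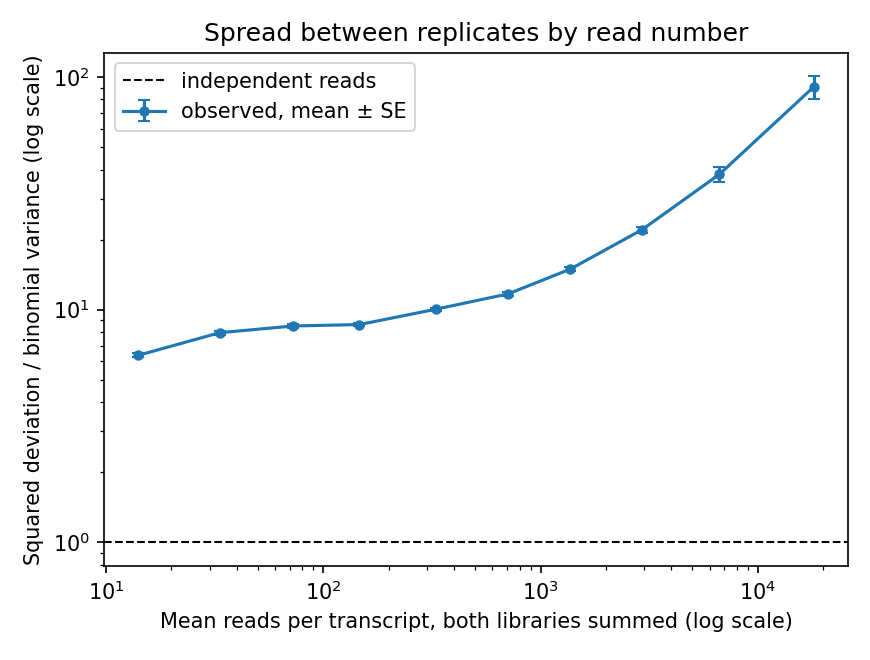
Squared deviation of each transcript's read split from the library-wide split, in units of the binomial variance (vertical axis, log scale), against mean summed reads (horizontal axis, log scale); points are means ± SE within ranges of summed reads and the dashed line marks independent reads. The deviation lies above 1 in every range, from 6.36 at 10 to 19 reads to 90.6 at 10000 or more. The SE treats transcripts as independent, which they are not.

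Among the 995 transcripts past the adjusted threshold with a mean CPM of at least 100, 506 were higher in replicate 1 and 489 in replicate 2. The largest ratio in favour of replicate 1 belonged to uc011czw.1, a transcript of 88 nt with 7162 counts in replicate 1 and 2086 in replicate 2, a log2 ratio of 1.00. It also had the highest mean TPM of all transcripts, 7937 in replicate 1 and 4110 in replicate 2. That its ratio was the highest among the 680 transcripts with at least 5000 summed reads follows from how it was chosen. It was followed by uc003nfs.1 (472 nt), with a log2 ratio of 0.72. The largest ratios in favour of replicate 2 belonged to uc010tie.1 (5018 nt), at -0.76, and uc001viu.2 (2412 nt), at -0.72. All 4 were past the threshold of the exact binomial test, which measures departure from sampling noise only. None passed it when the binomial variance was multiplied by the mean deviation of its read range, a setting chosen after seeing the data whose variance comes from the same 2 libraries.

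The replicate ratio varied with transcript length. Among transcripts with at least 1000 summed reads, the median log2 ratio was 0.13 for the 98 transcripts over 200 and up to 500 nt. It was 0.10 for the 578 over 500 and up to 1000 nt, and 0.07 for the 1895 over 1000 and up to 2000 nt. It was -0.03 for the 3583 over 2000 and up to 5000 nt, -0.10 for the 1397 over 5000 and up to 10000 nt, and -0.11 for the 207 longer ones. The 7 transcripts up to 200 nt had a median of 0.28, but with a minimum of 10 summed reads the median of the 235 transcripts in that class was -0.37, in the opposite direction. Transcripts of all lengths with 10 to 19 summed reads had a median of -0.44. The value of -0.37 therefore does not separate short length from low read number. Spearman's rho between length and log2 ratio was -0.26 across the 7765 transcripts with at least 1000 summed reads. Across all 46395 transcripts with at least 10 summed reads it was weaker, at -0.067. Transcripts over 5000 and up to 10000 nt held 14.7% of the counts in replicate 1 and 15.8% in replicate 2, while those over 500 and up to 1000 nt held 8.33% and 7.73%.

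**Figure D3:**
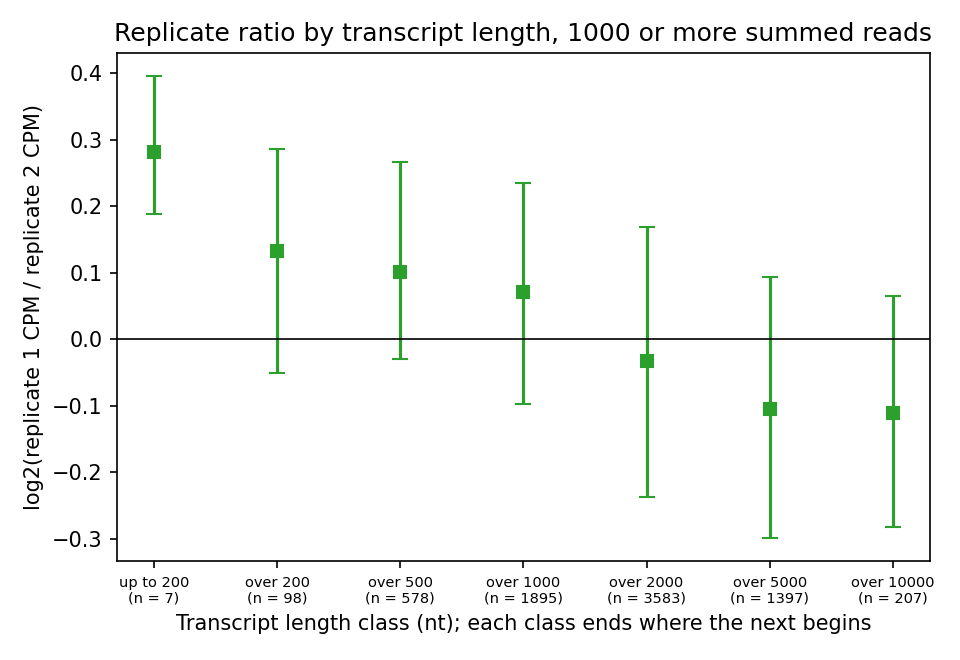
Median log2 ratio of replicate 1 CPM to replicate 2 CPM (vertical axis) by transcript length class in nt (horizontal axis), for transcripts with at least 1000 summed reads; squares are medians and bars span the quartiles. Medians fall from 0.13 in the class over 200 nt to -0.11 in the class over 10000 nt, and the class up to 200 nt holds 7 transcripts.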

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

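Settings fixed before the data were examined left the number of transcripts split unevenly between the replicates within 1.5 times its reported 22546, with 1 exception. It lay between 19372 and 22574 under no filter, a minimum of 50 reads, TMM or DESeq2 scaling, and scaling without the 100 highest transcripts. The share of calls higher in replicate 1 stayed between 47.1 and 50.1% under these. Of the transcripts tested, 39.1% of 57721 were called with no filter and 49.7% of 39014 with a minimum of 50 reads. The TMM factors were 0.996 and 1.004, so that scaling hardly altered the test. The exception added a 2-fold minimum and gave 7270 transcripts, fewer by construction. Alternatives that keep 1 transcript per run of consecutive IDs, multiply the variance, leave out transcripts of 200 nt or less, or rank shares by TPM were chosen after seeing the data. Keeping 1 transcript per run gave 17589 of 36189 transcripts, 48.6% as before. Leaving out near-copies does not alter the split of the transcripts that stay, so this share decides nothing about shared reads. Transcripts with similar counts but IDs apart, such as uc010ail.2 and uc001vzy.2, are both kept. Multiplying the binomial variance by the mean deviation of each read range left 0 transcripts past the adjusted threshold and 2230 at an unadjusted p under 0.05. Because that variance is estimated from the same transcripts, a low count follows in part from the construction of the setting.

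Pearson's r moved from 0.951 to 0.909 with a pseudocount of 0.1 CPM, 0.972 with 10 CPM, 0.976 with no filter on reads, 0.942 with at least 50 reads, 0.953 for TPM and 0.948 with 1 transcript per run. The unfiltered value includes the 11010 transcripts at 0 in both libraries. Spearman's rho stayed between 0.940 and 0.958 in these settings. The coefficient of variation of 0.319 moved to 0.261 with at least 50 reads, 0.311 with 1 transcript per run of identical counts and 0.330 with 1 per run within 10%. It was 0.319 with DESeq2 size factors and without the 100 highest transcripts.

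The share of counts in the 100 highest transcripts moved by more than its SD only for TPM, where it was 13.9%. It was 6.78% without replicate 1 and 7.50% without replicate 2. The number of detected transcripts stayed within 1.5 times under every minimum tried, and was 42367 or 44081 when 1 replicate was left out. The 7 settings left the log2 ratios of the 4 transcripts named for them as they were or shifted all ratios alike by a small amount, so they did not test the direction of these ratios. Of 28 such values, 24 stayed past the threshold and 4 did not, all 4 under the multiplied variance.

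Gene classes, gene lists and the removal of mitochondrial and small noncoding genes had been intended and were not run, because the IDs could not be paired with symbols. No paired analysis was possible because the libraries form 1 group. The replicate spread limits single values most at low read numbers, where the SD of the log2 ratio was 2.53 for 10 to 19 summed reads.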

Other observations

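The tests on identical counts, on the deviation at low read numbers (except the one that keeps 1 transcript per run) and on detection depth were chosen after the results were seen. The tests on transcripts with 1 count and on length were written down before their values were computed.

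Runs of consecutive IDs with identical counts were not coincidence: at 1000 or more summed reads 0.0030% of random pairs were identical. Nor were they repeated entries of the same transcript, since 99.8% of the identical consecutive pairs at that depth differed in length. The identical share was 11.2% at 1000 or more reads and 11.9% at 10 or more, which is consistent with reads counted once for each overlapping transcript. A method that divides reads among isoforms would rarely give equal whole numbers to transcripts of unequal length. Whether the overlaps are isoforms of one gene or other overlapping entries stays open, because no annotation of these IDs was used here. If the hypothesis holds, the TPM of a transcript with many overlapping entries is not the share of molecules it appears to be, since the same reads enter the denominator several times.

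The spread between replicates at low read numbers exceeded what independent reads allow, at 6.36 times the binomial variance for 10 to 19 summed reads. A constant relative variability, set from the transcripts with 10000 or more reads, predicted only 1.07 there, so it accounts for little of it. Keeping 1 transcript per run gave 6.25 ± 0.148 (SE, 2102 transcripts), which decides nothing about reads shared between transcripts with consecutive IDs, because leaving out near-copies does not alter the split of the transcripts that stay. From 10 to 19 up to 100 to 199 reads the deviation rose 1.36 times while the mean reads rose 10.4 times. A near-flat deviation is what reads counted in clumps would give, and amplified copies of the same crosslinked fragment are a candidate explanation. Clumps of a fixed size would leave few transcripts with 1 count, yet 4889 in replicate 1 had exactly 1, so clump sizes would have to vary. A variability that rises towards low-abundance RNAs for biological reasons was not tested and stays open, as does the processing of duplicates, which the labels do not state.

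Library depth was weighed for both differences in detection by thinning replicate 1 to the total of replicate 2. Thinned replicate 1 kept 42055 ± 25.9 (SD over 20 draws) transcripts with at least 10 counts, against 44081 before thinning and 42367 in replicate 2, so its surplus was gone at equal depth. Transcripts with exactly 1 count fell from 4889 to 4303 ± 40.2 (SD over 20 draws) on thinning, part of the way to the 3515 in replicate 2. The spread between draws covers thinning noise only. With 1 library on each side the spread between libraries is unknown, so whether depth accounts for either difference in full cannot be told apart from ordinary variation between libraries.

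The replicate ratio fell with transcript length within ranges of summed reads from 200 reads upwards. Spearman's rho was -0.066 at 200 to 499 summed reads, -0.17 at 500 to 999, -0.19 at 1000 to 1999, -0.34 at 2000 to 4999, -0.43 at 5000 to 9999 and -0.47 at 10000 or more. It was therefore below 0 in all 6 ranges, which argues against the explanation that longer transcripts have more reads. The growing size of rho does not by itself mean a growing slope, since the spread of the ratio narrows as reads increase. A linear fit, added after these values were seen, gave a slope per doubling of length of -0.04 ± 0.0061 (SE) on the log2 scale at 200 to 499 reads, and slopes between -0.06 and -0.09 in the 5 ranges from 500 reads upwards. The slope was -0.08 ± 0.011 (SE) at 10000 or more. The SEs of all slopes treat transcripts as independent, which they are not. Below 200 reads rho lay between -0.028 and -0.0034, where the replicate spread is large. The slope was also smaller there, at -0.0053 ± 0.017 (SE) for 50 to 99 reads and -0.013 ± 0.011 (SE) for 100 to 199. Its size rose up to 500 to 999 reads, where the slope was -0.068 ± 0.0049 (SE). Narrowing spread alone therefore does not account for the rise in rho over these ranges. The slopes at 10 to 19 and 20 to 49 reads, -0.031 ± 0.047 and -0.00037 ± 0.027 (SE), had the widest errors. The repeated weight of near-copies with consecutive IDs did not produce the trend, since rho at 1000 or more reads was -0.26 with 1 transcript per run. RNA integrity, fragment size selection and the position of reads within transcripts may each differ between the libraries in a way that follows length; none was tested, and no biological explanation was tested because both libraries belong to 1 group. A comparison of conditions from such libraries might gain from checking its fold changes against transcript length.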
